# Enteric bacterial infection in *Drosophila* induces whole-body alterations in metabolic gene expression independently of the immune deficiency signaling pathway

**DOI:** 10.1093/g3journal/jkac163

**Published:** 2022-07-04

**Authors:** Rujuta Deshpande, Byoungchun Lee, Savraj S Grewal

**Keywords:** *Drosophila*, transcriptome, enteric infection, metabolism, Imd pathway, transcription factors, neuropeptides

## Abstract

When infected by intestinal pathogenic bacteria, animals initiate both local and systemic defence responses. These responses are required to reduce pathogen burden and also to alter host physiology and behavior to promote infection tolerance, and they are often mediated through alterations in host gene expression. Here, we have used transcriptome profiling to examine gene expression changes induced by enteric infection with the Gram-negative bacteria *Pseudomonas entomophila* in adult female *Drosophila*. We find that infection induces a strong upregulation of metabolic gene expression, including gut and fat body-enriched genes involved in lipid transport, lipolysis, and beta-oxidation, as well as glucose and amino acid metabolism genes. Furthermore, we find that the classic innate immune deficiency (Imd)/Relish/NF-KappaB pathway is not required for, and in some cases limits, these infection-mediated increases in metabolic gene expression. We also see that enteric infection with *Pseudomonas entomophila* downregulates the expression of many transcription factors and cell–cell signaling molecules, particularly those previously shown to be involved in gut-to-brain and neuronal signaling. Moreover, as with the metabolic genes, these changes occurred largely independent of the Imd pathway. Together, our study identifies many metabolic, signaling, and transcription factor gene expression changes that may contribute to organismal physiological and behavioral responses to enteric pathogen infection.

## Introduction

When infected with pathogenic bacteria, animals need to mount appropriate defence responses to promote their survival. Perhaps the best-studied mechanisms are the innate immune responses that are involved in sensing invading pathogens and initiating antibacterial responses (Buchon *et al.* 2014). These mechanisms are termed resistance responses and are initiated to reduce pathogen burden. Recent work has also shown how bacterial infections can induce systemic changes in physiology and metabolism (Medzhitov *et al.* 2012; Martins *et al.* 2019; Troha and Ayres 2020). These metabolic changes can be required to fuel the energetically costly innate immune resistance responses to bacterial infection (Ryan and O’Neill 2020). In some cases, however, these changes can promote infection survival without reducing pathogen levels. These are termed tolerance responses and often involve changes in host metabolism, physiology, and behavior (Ayres and Schneider 2012; Medzhitov *et al.* 2012) that function to limit the damaging effects of the pathogen and maintain host health. While these tolerance responses are not as well studied as the classic innate immune resistance responses, it is becoming clear that they are as important in determining individual susceptibility to infection (Ayres 2020).

*Drosophila* has been a versatile and informative model system in the investigation of organismal defence responses to bacterial infection (Younes *et al.* 2020). Oral infection of adult flies with Gram-negative pathogenic bacteria induces both local and systemic resistance responses. Central to these responses is induction of the Imd/NF-Kappa B signaling pathway (Kleino and Silverman 2014). This pathway senses bacteria through cell surface peptidoglycan recognition protein (PGRP) receptors and signals through an intracellular cell signaling pathway involving the death domain containing protein, Imd, leading to transcriptional activation of the Relish/NF Kappa B transcription factor (Capo *et al.* 2016). One main target of Relish are antimicrobial peptides that mediate resistance responses to reduce pathogen load (Buchon *et al.* 2014). Enteric Gram-negative bacterial infection in *Drosophila* can also induce both local and systemic changes in host physiology and metabolism to promote both resistance and tolerance responses (Lee and Lee 2018; Galenza and Foley 2019; Bland 2022). For example, gut infection induces altered lipid storage and metabolism both in the intestine and in remote tissues such as fat body and oenocytes (Hang *et al.* 2014; Charroux *et al.* 2018; Kamareddine, Robins, *et al.* 2018; Kamareddine, Wong, *et al.* 2018; Lee *et al.* 2018; Harsh *et al.* 2019; Zhao and Karpac 2021; Charroux and Royet 2022; Deshpande *et al.* 2022). Enteric infection can also induce alterations in systemic carbohydrate, mitochondrial, and amino acid metabolism (Zhao and Karpac 2021). These nonautonomous effects of enteric infection on whole-body metabolism involve changes in both gut-to-fat and muscle-to-fat metabolic signaling and are required to promote host fitness. Enteric bacterial infection can also cause changes in fly behavior that may help to promote infection tolerance, such as food avoidance and reduced fecundity (Soldano *et al.* 2016; Masuzzo *et al.* 2019, 2020; Charroux *et al.* 2020). In some cases, these effects have been shown to occur as a result of altered gut-to-brain signaling (Cai *et al.* 2021). Together, these studies show that gut pathogens can trigger tissue-to-tissue signaling in flies to coordinate changes in metabolism, physiology, and behavior and promote both resistance and tolerance responses to infection. Understanding the mechanisms underlying these changes will provide further insights into how organismal defence responses.

One way that organismal physiology can be altered is through changes in gene expression. To provide further insight into systemic responses to enteric infection, we have used transcriptome profiling to identify whole-body gene expression changes following enteric infection with *Pseudomonas entomophila* (*P.e*). Our data reveal upregulation of many metabolic genes involved in lipid, carbohydrate, and amino acid metabolism, and we see that induction of these genes occurs independently of Imd signaling and, in some cases, is antagonized by the Imd signaling pathway. In addition, we saw a downregulation of genes encoding transcription factors, signaling peptides, and signaling receptors, particularly those involved in gut-to-brain and neuronal signaling. Together, these analyses reveal broad changes in metabolic, signaling, and transcription factor gene expression that may mediate organismal responses to infection.

## Materials and methods

### *Drosophila* stocks and culturing

The following strains were used: *w^1118^, imd^[EY08573]^* (Bloomington stock center no. 17474). Flies were grown on medium containing 150 g agar, 1,600 g cornmeal, 770 g Torula yeast, 675 g sucrose, 2,340 g D-glucose, 240 ml acid mixture (propionic acid/phosphoric acid) per 34 l water. All stocks were maintained at either 18°C or RT. For infection experiments, flies were raised from embryos to adults at 25°C. Following eclosion, females were allowed to mate for 2 days before being separated from males and aged for another 5–6 days, at which time infection experiments were performed. All experiments were conducted in mated adult females. For the genetic experiments, *w^1118^* flies were used as the controls because our *imd^[EY08573]^* stock was maintained in a *w^1118^* background.

### Enteric infections

Enteric infections were performed using previously described methods (Buchon *et al.* 2010; Zhao and Karpac 2021). Briefly, *P.e* from overnight cultures were pelleted and resuspended in 5% sucrose solution (in PBS) such that the final concentration of bacteria was OD_600_ = 200. Bacterial pellets were then dissolved in filter sterilized 5% sucrose/PBS. Chromatography paper (Fisher, Pittsburgh, PA) discs were dipped in the bacterial solution and were carefully placed on standard fly food vials such that they covered the entire food surface. Adult females were first subjected to a 2-h starvation period in empty vials at 29°C. Then 10–12 flies were transferred to each infection vial and then placed in a 29°C incubator for the duration of the 24-h infection period. Mock-infected control flies were placed in similarly prepared vials that contained paper discs soaked in 5% sucrose/PBS alone.

### Total RNA isolation

Adult flies were snap frozen on dry ice in groups of 5. Total RNA was then isolated using Trizol according to the manufacturer’s instructions (Invitrogen; 15596-018). Extracted RNA was then DNase treated (Ambion; 2238G) to be used for subsequent qPCR or mRNA sequencing.

### mRNA sequencing

Six independent biological replicates (5 flies per group) of mock infected and *P.e.* infected groups were prepared and analyzed. RNA-sequencing was conducted by the University of Calgary Centre for Health Genomics and Informatics. The RNA Integrity Number (RIN) was determined for each RNA sample (6 replicates per each condition were used). Samples with a RIN score higher than 8 were considered good quality, and Poly-A mRNA-seq libraries from such samples were prepared using the Ultra II Directional RNA Library kit (New England BioLabs) according to the manufacturer’s instructions. Libraries were then quantified using the Kapa qPCR Library Quantitation kit (Roche) according to the manufacturer’s directions. Finally, RNA libraries were sequenced for 100 cycles using the NextSeq 500 Sequencing System (Illumina).

### RNA-seq analyses

Quality control of sequenced DNA was carried out using FastQC. Sequenced reads were mapped to the *Drosophila* genome Release 6 (GCF_000001215.4_Release_6_plus_ISO1_MT_rna) and transcripts were quantified using kallisto (Bray *et al.* 2016). Measurements of differential expression were made using sleuth (Pimentel *et al.* 2017).

### Gene ontology, KEGG pathway, and tissue expression analyses

Analyses of Gene Ontology and KEGG pathway enrichment of up- and downregulated genes [>1.5-fold, *q*-val (FDR corrected *P*-val) <0.05] were performed using G-profiler (Raudvere *et al.* 2019) and Revigo (Supek *et al.* 2011). Tissue enrichment of differentially expression in Figs. 5 and 6 was examined using FlyAtlas2 (Leader *et al.* 2018). We defined genes having enrichment in head and brain (combined expression levels in adult head, eye, brain/CNS, thoracicoabdominal ganglion) and/or intestinal system (combined expression levels in crop, midgut, and hindgut) if expression in these tissues was >3-fold higher than any other tissue(s).

### Quantitative RT–PCR measurements

Total RNA was extracted from either whole flies or from isolated intestines or abdominal samples (abdominal carcass containing attached fat body, but with ovaries, guts, and Malpighian tubules removed). The RNA was then DNase treated as describe above and reverse transcribed using Superscript II (Invitrogen; 100004925). The generated cDNA was used as a template to perform qRT–PCRs (ABI 7500 real time PCR system using SyBr Green PCR mix) using gene-specific primers. PCR data were normalized to *5S rRNA* levels. All primer sequences are listed in Supplementary Table 1.

### Statistical analysis of qRT–PCR data

All qRT–PCR data were analyzed by Student’s *t*-test or 2-way ANOVA followed by post hoc Student’s *t*-test where appropriate. All statistical analysis and data plots were performed using Prism statistical software. Differences were considered significant when *P*-values were less than 0.05.

## Results and discussion

### Enteric infection upregulates the expression of metabolic genes

We chose to examine whole-body transcriptome changes triggered by enteric infection. While this approach might limit our ability to detect subtle tissue-specific alterations in mRNA levels, we reasoned that it would be able to identify robust alterations in gene expression. 

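Whole-body RNA was sequenced from 6 P.e.-infected and 6 mock-infected groups of adult mated w1118 females, with 5 flies in each library. Infected flies fed on paper discs soaked in bacteria at an OD600 of 200 in 5% sucrose, and mock-infected flies on discs with sucrose alone. The comparison therefore does not separate infection from bacteria as food. The paper's results and Fig. 1a give 16 h of infection, whereas its methods and the sample labels give 24 h. The methods name PBS as the solvent of the sucrose, and the labels name sterile water. The authors quantified transcripts with kallisto against the RefSeq transcripts of genome Release 6 and compared the groups with sleuth, which separates the variance of the quantification, estimated by bootstraps, from the remaining variance between libraries. The 2 tables they deposited, 1 named for genes and 1 for transcripts, had identical contents. Each lists 16911 gene symbols, of which 11561 have a test, with the fitted natural-log fold change, the mean natural-log level and the variances. No column holds the values of a single library, so the depth of each library is unknown and no library could be left out or compared with another. The levels averaged over the libraries summed to 37397642 over the tested genes, which is a scale of normalized estimated counts and not of transcript shares; it is a mean over libraries and not the depth of any of them. Here the authors' fold changes were turned to infected over mock-infected and converted to log2. The residual variance of each gene, with 10 degrees of freedom, was moderated with limma using a trend on the mean level, which gave the standard errors and p-values below, with Benjamini-Hochberg adjustment over all tested genes. A gene was called when it changed by more than 1.5-fold with an adjusted p below 0.05. The level of a group is the exponential of its fitted mean less the offset of 0.5. Coordinates are those of Release 6.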

Adult mated females were either mock-infected (fed with sucrose alone) or orally infected by feeding with *P.e.* We then isolated whole-body RNA at 16-h postinfection for RNA-seq analysis (Fig. 1a). 

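Of the 11561 tested genes, 1247 were called higher and 1658 lower in P.e.-infected than in mock-infected flies by limma's moderated test. The authors' deposited table gives 1233 higher and 1601 lower genes at the same fold change with its own sleuth q-values. Both tests called 1225 of the higher and 1586 of the lower genes, and 0 genes were called in opposite directions. The fold threshold moved the counts most, since testing directly against a 1.5-fold change called 442 higher and 438 lower genes. The highest fold change belonged to Lsp2 (chromosome 3L, 12129393 to 12131869), at 13.67 on the log2 scale in the authors' deposited table (moderated standard error 0.34, limma adjusted p = 2.86e-11). Its level in that table rose from 2.87 in mock-infected to 43878 in infected flies, so the size of the fold change rests on a mock-infected level close to the offset. The lowest fold change, -8.50 for lncRNA:CR45204 in the authors' deposited table, had a standard error of 1.21 (limma adjusted p = 0.000124). Its infected level of 1.46 is also close to the offset, so the size of this fold change is imprecise too. Among genes at a level of 10 or more, the 5 highest called genes were Lsp2, CG10814, AttC, CG34166 and LManIII, and the 5 lowest were lncRNA:CR45204, lncRNA:CR45197, Jon65Aii, CG32751 and Brd. In the authors' deposited table CG10814 had a log2 fold change of 9.77, and the last 4 had -7.59, -4.80, -4.33 and -4.15. Their standard errors were 0.65, 1.29, 0.32, 0.41 and 0.85, with limma adjusted p-values of at most 0.00168, that of Brd. Levels near the offset also make the sizes imprecise for CG10814 and LManIII, at 2.13 and 0.599 in mock-infected flies. The same holds for lncRNA:CR45197, at 2.10 in infected flies.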

Using a cut-off of ±1.5-fold and a false-discovery rate of *q* < 0.05, we identified 1,233 transcripts showing increased expression following infection and 1,602 transcripts showing reduced expression (Fig. 1b, Supplementary Table 1). The best-studied immune response to Gram-negative infection in *Drosophila* involves upregulation of the Imd/NF-Kappa B signaling pathway. Among the most strongly upregulated genes were the antimicrobial peptides (AMPs) which are known targets of the Imd pathway, and which function to reduce pathogen burden and promote resistance responses (Fig. 1c). 

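Of 14 tested antimicrobial peptide genes, recognised by symbol, 13 were called higher. Their median log2 fold change, from the authors' deposited table, was 5.76, whereas the medians of 10000 random gene lists matched on mean level lay between -0.55 and 0.25 in 95% of draws (two-sided permutation p across genes, which are not independent replicates, = 0.0001, the smallest that the draws can give; adjusted p = 0.000279 over 39 lists). The largest change was that of AttC (chromosome 2R, 13393705 to 13394667), the third highest of all tested genes, with a log2 fold change of 8.60 in the authors' deposited table (standard error 0.66, limma adjusted p = 8.47e-07). In the authors' deposited table CecA1 rose by 4.81, CecA2 by 5.92 and CecC by 7.60 on the log2 scale, with limma adjusted p-values of 4e-05, 1.89e-05 and 8.71e-06. The fitted mock-infected level of CecC in that table was only 1.35, so its fold change is imprecise, and reads of the similar Cecropin and Attacin copies can be divided between them by the quantification. Drs was called lower, with a log2 fold change of -1.08 in the authors' deposited table (standard error 0.18, limma adjusted p = 0.000429). All 13 antimicrobial peptide genes labelled in Fig. 1c were called higher. The figures show genes picked from these same libraries, so this and the later tallies of labelled genes are not independent evidence.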

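The other immune families recognised by symbol changed to different degrees. Of 8 tested IM and Bom genes, 7 were called higher, and their median log2 fold change in the authors' deposited table was 1.21 (permutation adjusted p = 0.000279 against level-matched random lists). Among 4 Turandot genes 3 were called higher, with a median of 2.24 in the authors' deposited table (permutation adjusted p = 0.00214, between 0.000557 and 0.287 over 5 alternatives), and among 8 Nimrod genes 5 were called higher, with a median of 1.08 in that table (permutation adjusted p = 0.000731, between 0.000390 and 0.0831 over the alternatives). Of 4 GNBP genes 2 were called higher, and their median of 0.67 in the authors' deposited table was not distinguishable from random lists (permutation adjusted p = 0.0799, between 0.0584 and 0.212 over the alternatives). The peptidoglycan recognition protein family was mixed, with 4 genes called higher and 2 lower of 12, and its median of 0.16 in the authors' deposited table was not distinguishable from random lists (permutation adjusted p = 0.135, between 0.0127 and 0.291 over the alternatives). Adjusted over the list alone, the calls of these 5 families were the same in number, apart from 1 Nimrod gene called lower. PGRP-SB1 had the largest change of this family, a log2 fold change of 5.38 in the authors' deposited table (standard error 0.30, limma adjusted p = 4.4e-08). All 23 other immune genes labelled in Fig. 1c were called higher, with log2 fold changes in the authors' deposited table from 0.64 for PGRP-LB to 7.91 for IM18.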

We also saw induction of several other classes of genes encoding for secreted peptides and proteases that have also previously been shown to be induced upon bacterial infection and to mediate antimicrobial responses (Fig. 1c). These results confirm that our infection protocol induces a robust transcriptional immune response to enteric infection.

**Fig. 1.**
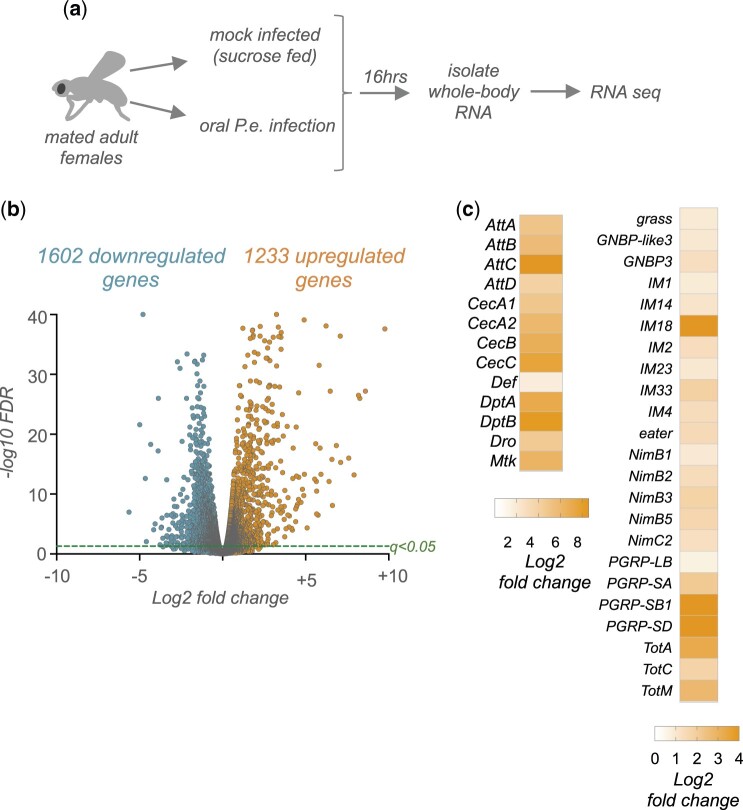
Enteric *P.e.* infection induces alterations in whole-body gene expression including upregulation of antimicrobial peptide genes. a) Schematic outline of our experimental approach. b) Volcano plot showing the gene expression changes following enteric infection. Genes were considered differentially expressed if they showed a significant [*q*-val (FDR corrected *P*-val) <0.05] change in expression that was >1.5-fold up- or downregulated in infected vs mock-infected flies. Dashed line indicates *q*-val = 0.05. c) Heatmap depicting the change in expression (Log2-fold change vs mock-infected flies) of antimicrobial peptide (AMP) genes and other immune-response genes following enteric infection.

We then carried out KEGG and Gene Ontology analyses of the upregulated transcripts to help identify functional classes of genes whose expression is induced upon infection. As anticipated, KEGG pathway analyses showed enrichment in Toll and Imd signaling, while GO analysis showed the most significant enrichment was in the biological process categories of defense response and immune system process genes (Fig. 2, a and b). The other main classes of upregulated genes were, interestingly, related to metabolism. These included genes involved in lipid, carbohydrate, and amino acid metabolism (Fig. 2, b and c). 

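The enrichment analyses could not be repeated, since GO and KEGG annotations were not used here. Instead, the genes that the paper's text and primer table name in each class were compared with 10000 random lists matched on mean level. The paper chose most of these genes on the same libraries for their increase, so the tests are not independent evidence. Adjusted over the list alone, the calls were 8 higher and 1 lower of the lipid transport genes, 4 higher of the TAG lipase and beta-oxidation genes, and all 11 glucose metabolism and all 8 amino acid metabolism genes higher, against 8 and 0, 4, 11 and 8 with the adjustment over all tested genes. The median log2 fold changes, from the authors' deposited table, were 1.08 for 13 lipid transport genes (permutation adjusted p = 0.000279), 0.46 for 9 TAG lipase and beta-oxidation genes (0.0108), 0.86 for 11 glucose metabolism genes (0.000279) and 3.63 for 8 amino acid metabolism genes (0.000279). Families recognised by symbol alone gave medians of 3.45 for 10 maltases and 5.75 for 5 lysosomal mannosidases in the authors' deposited table, both with a permutation adjusted p of 0.000279. From the upregulation of these classes beside earlier studies of infected flies, the paper proposes that remodeling of host metabolism through altered gene expression is a common response to pathogenic bacteria.

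**Figure D1:**
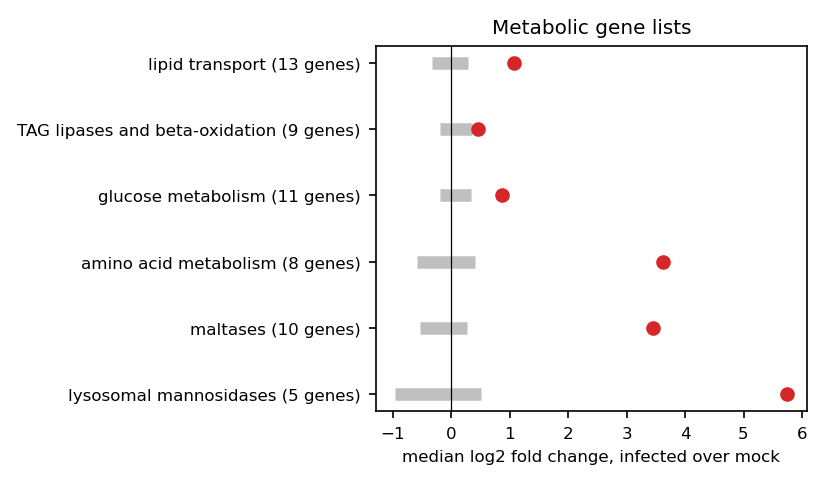
Median log2 fold change (infected over mock-infected, horizontal axis) of 6 metabolic gene lists (points), with the range that holds 95% of the medians of 10000 random lists matched on mean level (grey bars). Each point lies above its grey bar, from 0.46 for TAG lipases and beta-oxidation to 5.75 for lysosomal mannosidases.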

Previous transcriptomic studies following enteric infection also showed changes in metabolic genes in specific tissues such as intestine, thoracic muscle, or abdominal adipose tissues (Buchon *et al.* 2009; Zhao and Karpac 2021). Similarly, transcriptome studies using models of systemic infection in flies also showed changes in metabolic gene expression (Clark *et al.* 2013; Troha *et al.* 2018). Our work adds to these studies to suggest that remodeling of host metabolism through altered gene expression is a common response to pathogenic bacterial infection in flies.

**Fig. 2.**
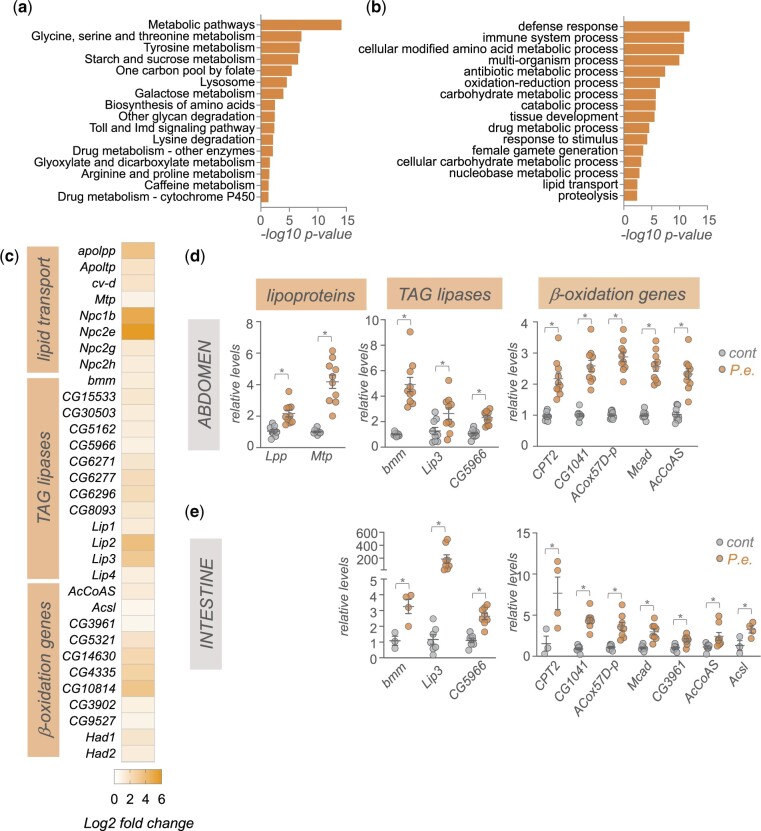
Enteric *P.e.* infection leads to upregulation of gut- and fat body-expressed lipid transport, TAG lipases, and beta-oxidation genes. a) KEGG pathway analysis of genes showing >1.5-fold increase following enteric infections. b) GO analysis (biological process categories) of genes showing >1.5-fold increase following enteric infections. c) Heatmap depicting the change in expression (Log2-fold change vs mock-infected flies) of lipid transport, TAG lipases, and beta-oxidation genes following enteric infection. Grey symbols show genes with strong enrichment in either the intestinal tissues or fat body, based on expression levels from FlyAtlas2. d, e) qPCR analysis of lipid transport, TAG lipases, and beta-oxidation genes from (d) isolated abdominal tissues or (e) intestines. Bars represent mean±SEM. Symbols represent individual data points, n = 6–10 per condition. *P < 0.05, Student’s *t*-test.

We examined the changes in metabolic gene expression by first exploring lipid metabolism genes. 

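Among the apolipoproteins, apolpp (Lpp; chromosome 4, 1060969 to 1077273) rose most, by 3.52 on the log2 scale in the authors' deposited table (standard error 0.24, limma adjusted p = 3.26e-07). The log2 fold changes in the authors' deposited table were 1.73 for Apoltp (Ltp), 1.68 for cv-d and 0.83 for Mtp, with limma adjusted p-values of 0.000185, 6.76e-06 and 6.82e-06. Of the 9 tested Npc1 and Npc2 genes, Npc1b, Npc2e, Npc2g and Npc2h were called higher, with log2 fold changes of 4.88, 5.64, 1.42 and 1.08 in the authors' deposited table. The other 5 were not called, among them Npc2d at -1.88 in the authors' deposited table (standard error 0.80, limma adjusted p = 0.0663) and Npc1a at 0.44 (standard error 0.14, limma adjusted p = 0.0177, under the 1.5-fold threshold). The median of the family in that table was 0.44 (permutation adjusted p = 0.0449), but the adjusted p lay between 0.0411 and 0.212 over 5 alternatives. Adjusted over the list alone, 4 of these genes were called higher and 1 lower.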

We saw increased expression of genes involved in lipid transport such as the Niemann-Pick type C family of cholesterol transporters, and the apolipoproteins, *Lpp*, *Ltp*, *cv-d*, and *Mtp* that are used to transport lipids from lipid storage tissues, such as the gut and abdominal adipose tissues, to other organs (Palm *et al.* 2012) (Fig. 2c). 

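Of 9 TAG lipase and beta-oxidation genes that the primer table names, 4 passed both thresholds. Lip3 rose by 3.19, AcCoAS by 1.22, CG5966 by 0.92 and Acsl by 0.62 on the log2 scale in the authors' deposited table, with limma adjusted p-values from 4.54e-07 for AcCoAS to 0.00102 for Acsl. The TAG lipase bmm rose by 0.44 in the authors' deposited table, a change past the adjusted p threshold (standard error 0.08, limma adjusted p = 0.000701) that was smaller than 1.5-fold. The same held for CRAT (CG1041) at 0.46, CPT2 at 0.43 and Acox57D-p at 0.22 in that table (limma adjusted p = 9.74e-05, 0.000287 and 0.0453), although Acox57D-p did not pass 0.05 without moderation (adjusted p = 0.0583) or without the trend (0.0594), whereas Mcad at 0.15 did not pass the adjusted p threshold (0.0787). Of the genes labelled in Fig. 2c, 12 of 13 TAG lipases and 11 of 11 beta-oxidation genes were called higher.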

We also saw increased whole-body expression of TAG lipases and beta-oxidation genes (Fig. 2c). This is consistent with reports showing the depletion of lipid stores following enteric infection (Hang *et al.* 2014; Kamareddine, Robins, *et al.* 2018; Kamareddine, Wong, *et al.* 2018; Zhao and Karpac 2021; Deshpande *et al.* 2022). The main lipid storage tissues in the adult fly are the intestine, and the fat body and oenocytes, which are both enriched in the abdomen. We used qPCR to analyze gene expression in samples of isolated intestine and abdomen (abdominal tissues with intestine, ovaries, and Malpighian tubules removed) from mock-infected vs *P.e.*-infected flies. Consistent with our RNAseq analyses, we saw increased expression of the lipoproteins *Lpp* and *Mtp* in the abdominal samples (Fig. 2d). We also saw increased expression of both TAG lipases and beta-oxidation genes in both the intestine and abdominal samples (Fig. 2, d and e). Together these changes in gene expression suggest that upon enteric infection, flies alter their metabolism to mobilize fat and gut lipid stores and transport these lipids to other tissues to fuel metabolism through beta-oxidation. In fact, a recent report has described how differences in fat mobilization can explain interindividual differences in susceptibility to infection (Zhao and Karpac 2021). The gut and fat body are key tissues that coordinate host immune response to infection. They do so in large part by both increasing expression and release of the AMPs, and by initiating organ-to-organ signaling to coordinate whole-body host defences responses (Buchon *et al.* 2009). These effects rely on increased endocrine functions of both tissues which imposes a high protein synthetic and secretory burden (Martínez *et al.* 2020). As a result, both the gut and fat body likely have high metabolic demands following infections. Our RNA-seq and qRT–PCR data suggest that both tissues may upregulate fatty acid oxidation to sustain and support their metabolic needs. This is in line with emerging work in immunometabolism showing that many key immune system cells and tissues switch to fatty acid oxidation to meet their metabolic needs and to allow them to function properly to mediate defence responses (O’Neill *et al.* 2016; Cumnock *et al.* 2018; Batista-Gonzalez *et al.* 2019).

In addition to alterations in lipid mobilization and lipid metabolic genes, we also saw that enteric infection led to an upregulation of whole-body expression of genes encoding regulators of both carbohydrate and amino acid metabolism (Fig. 3, a–c). For example, we saw increased expression of genes involved in both glycogen mobilization, and trehalose synthesis and transport (*GlyP, UGP, Tps1, Tret1-1, Tret1-2*) as well as increased expression of gluconeogenesis/glycolysis (*tobi, Pepck1, Hex-C*) and pentose phosphate pathway genes (*Pgd, Zw, Taldo*) (Fig. 3a). These changes suggest that flies remodel their glucose metabolism to adapt to infection. 

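Of 10 maltase genes, 8 were called higher and 0 lower, and all 5 tested lysosomal mannosidase genes were called higher. LManIII had the largest change, a log2 fold change of 8.26 in the authors' deposited table (standard error 0.66, limma adjusted p = 1.18e-06), but its fitted mock-infected level was 0.599, near the offset. Mal-A7 rose by 6.61 (standard error 0.93) and Mal-A4 by 6.41 (standard error 0.74) on the log2 scale in the authors' deposited table, with limma adjusted p-values of 0.000117 and 2.46e-05. The maltase genes resemble each other, so the quantification can divide their reads between copies. All 13 genes labelled in Fig. 3b and all 42 labelled in Fig. 3c were called higher.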

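All 11 genes of glycogen mobilization, trehalose synthesis and transport, gluconeogenesis and glycolysis, and the pentose phosphate pathway were called higher. The largest changes were those of tobi (chromosome 3R, 25344761 to 25346921) and Pepck1, with log2 fold changes of 4.59 (standard error 0.51) and 3.43 (standard error 0.26) in the authors' deposited table and limma adjusted p-values of 1.94e-05 and 8.47e-07. Changes were smaller for glycogen mobilization and trehalose genes, at 0.60 for GlyP, 0.65 for UGP, 0.86 for Tps1, 0.96 for Tret1-1 and 0.75 for Tret1-2 on the log2 scale in the authors' deposited table. Hex-C rose by 1.50 and the pentose phosphate pathway genes Pgd, Zw and Taldo by 0.89, 0.71 and 0.61 in that table. The limma adjusted p-values of these 9 genes were at most 0.00549, that of Tret1-2, whose level in mock-infected flies was 19.9, whose bootstrap variance was 112.1% of its residual variance, and whose reads can be divided with those of its neighbour Tret1-1. Several of these changes lie close to the threshold, and 3 of 12 genes labelled in Fig. 3a changed by more than 2-fold.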

The upregulation of glycogen mobilization genes is consistent with previous reports showing depletion of glycogen stores following enteric infection (Hang *et al.* 2014; Deshpande *et al.* 2022). The muscle and fat body are the main glycogen storage tissues in flies, and one possibility is that the mobilized glucose may be used to fuel glycolysis and/or the pentose phosphate pathway in these tissues to help support their metabolic needs. In addition, the upregulation of trehalose synthesis genes suggests that some of the glucose may also be converted into trehalose, the main circulating form of glucose in flies, to be transported to other tissues.

**Fig. 3.**
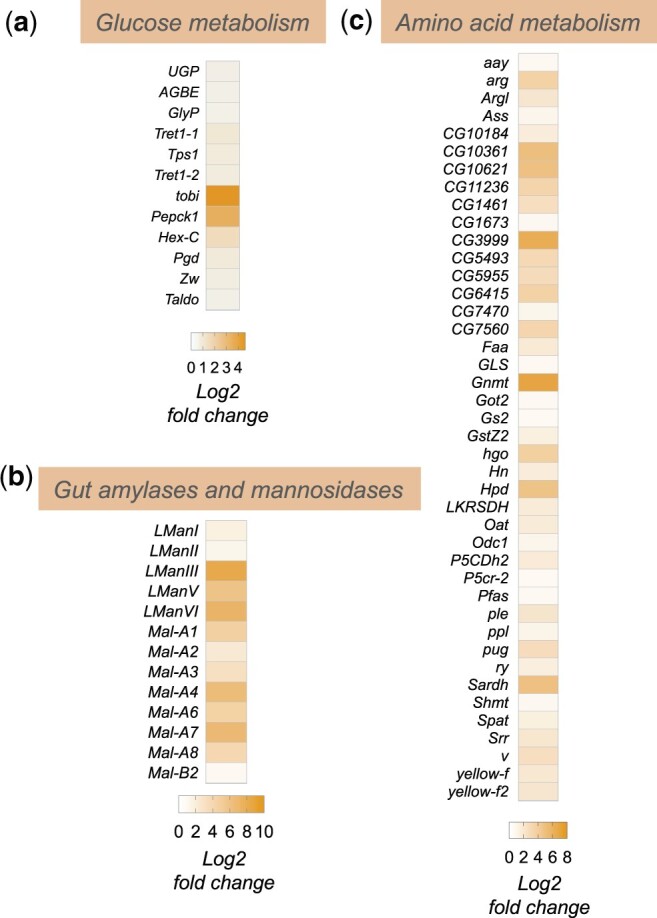
Enteric *P.e.* infection induces increase in sugar and amino acid metabolism genes. Heatmap depicting the change in expression (Log2-fold change vs mock-infected flies) of a) glucose metabolism, b) amylases and mannosidases, and c) amino acid metabolism genes following enteric infection.

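Gnmt (chromosome 3R, 12674608 to 12676084) had a log2 fold change of 6.85 in the authors' deposited table (standard error 0.20, limma adjusted p = 1.49e-10), the highest of the 42 genes labelled in Fig. 3c. At its low level the variance estimated by the bootstraps was 129.4% of its residual variance, so its standard error is smaller than the error of the quantification alone. The fold change of Sardh was 4.78 on the log2 scale in the authors' deposited table (standard error 0.22, limma adjusted p = 8.63e-09), the fifth of the 42 and within 1 standard error of the third and the fourth. The levels in that table rose from 7.01 to 866 for Gnmt and from 17.7 to 498 for Sardh. Other genes of the primer table rose by less, with log2 fold changes of 4.60 for Hpd, 3.73 for hgo, 3.52 for arg, 2.67 for pug, 1.98 for Argl and 1.68 for Faa in the authors' deposited table and limma adjusted p-values of at most 2.37e-06.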

Among the upregulated amino acid metabolism genes, two of the most strongly induced were *Gnmt* and *Sardh* (Fig. 3c). Both are involved in regulation of methionine metabolism and the control of S-adenosylmethione (SAM) levels. SAM is an important metabolite since it functions as a universal methyl donor in the control of methyltransferase activity and regulates antioxidant production. Interestingly, previous studies have shown that regulation of SAM levels in both the intestine and fat body play important roles in regulating physiology and tissue homeostasis. For example, alterations in SAM levels in the intestine have been shown to regulate levels of the Upd3 cytokine to control stem-cell mediated tissue renewal (Obata *et al.* 2018), which is known to be an important tissue repair response following enteric pathogen infection (Buchon *et al.* 2009; Jiang *et al.* 2009). In addition, alterations in SAM levels in the fat body have been shown to occur following necrotic wing injury and this alteration is important for controlling lipid levels and survival (Obata *et al.* 2014). Increased fat body expression of Gnmt and modulation of SAM levels can also extend lifespan (Obata and Miura 2015; Tain *et al.* 2020). Based on these previous reports, our findings suggest that modulation of intestine and/or fat body SAM levels may be an important metabolic response to enteric bacterial infection.

### The Imd pathway antagonizes the infection-mediated upregulation of metabolic gene expression

We next explored potential signaling and transcriptional mechanisms that might explain the upregulation in metabolic gene expression following enteric pathogen infection. We focused particularly on examining the conserved Imd/NF-Kappa B innate immunity pathway. The Imd pathway is the main signaling pathway induced by pathogenic Gram-negative infection in *Drosophila* (Kleino and Silverman 2014). The pathway is activated when cell-surface PGRP receptors detect bacterial peptidoglycans and stimulate a downstream intracellular signaling cascade involving Imd, a death-domain containing protein, that eventually leads to the activation and nuclear localization of the NF-Kappa B transcription factor, Relish (Kleino and Silverman 2014). One of the main transcriptional targets of Relish is the AMPs, which mediate the main antibacterial immune response to reduce pathogen load. We used qRT–PCR to compare whole-animal gene expression levels in control (*w^1118^*) or homozygous *imd* mutant animals that had either been mock-infected or orally infected by 24-h feeding with *P.e.* We saw that the infection-mediated upregulation of 2 AMPS, *CecA* and *CecC* seen in control (*w^1118^*) animals was completely suppressed in the *imd* mutant animals, confirming that this line is a strong loss-of-function of the Imd pathway (Fig. 4a). We then analyzed expression of representative metabolic genes from several main classes: lipoproteins, TAG lipases, beta oxidation genes, carbohydrate metabolic genes, and amino acid metabolic genes. From these analyses, 3 main findings emerged (Fig. 4, b–f). First, we found that infection induced a strong upregulation of all the metabolic genes that we tested, thus confirming the transcript changes that we saw in our RNA-seq analyses. Second, we saw that none of these increases in metabolic gene expression were blocked in the *imd* mutants. Thus, in contrast to the induction of the AMPs, the increase in metabolic gene expression does not rely on the Imd/NF-Kappa B immune signaling pathway. Thirdly, and most interestingly, we saw that in many cases, the increase in metabolic gene expression seen following infection was further exacerbated in the *imd* mutant flies. These results suggest that the Imd pathway may function to antagonize the infection-mediated changes in host metabolism. Indeed, a previous report showed that constitutive genetic activation of the Imd pathway in larval fat body led to downregulation of many carbohydrate and lipid metabolic genes, including several that we see are induced upon infection and further increased in infected *imd* mutants (Davoodi *et al.* 2019). In addition, Relish, the transcriptional effector of the Imd pathway, has been shown to antagonize the starvation-mediated induction of the lipase, *bmm* (Molaei *et al.* 2019). Moreover, Relish knockdown has been shown to exacerbate the infection-induced increase in amino acid metabolism genes in muscle, including Gnmt, and the extent of these muscle effects of Relish were shown to underlie interindividual differences in infection susceptibility (Zhao and Karpac 2021). These previous reports together with our RNA-seq and qPCR results suggest that while induction of the Imd pathway is necessary to induce AMPs and induce antibacterial responses, it also functions to limit induction of metabolic genes.

**Fig. 4.**
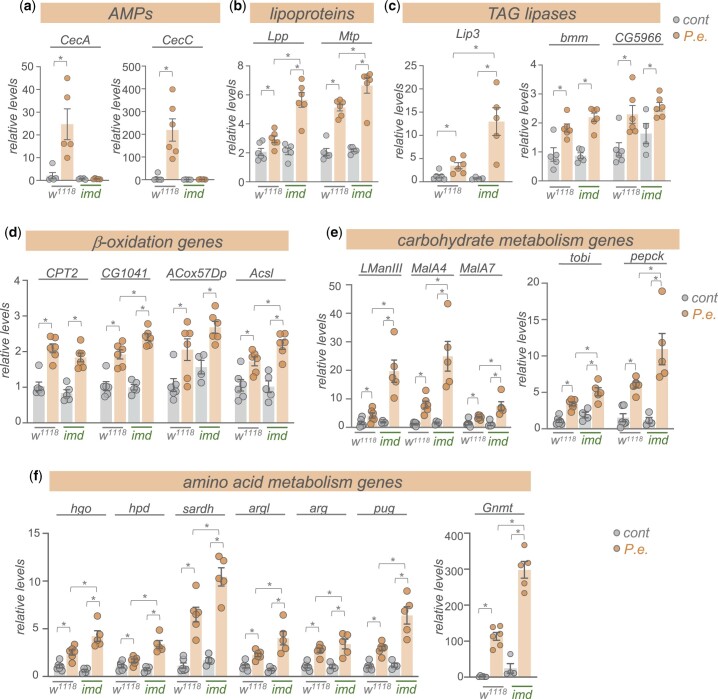
Enteric *P.e.* infection induces expression of metabolic genes independently of the Imd pathway. qRT–PCR analysis of mRNA levels of a) AMPs, b) lipoprotein genes, c) TAG lipases, d) beta-oxidation genes, e) carbohydrate metabolism genes, and g), amino acid metabolism genes from control (*w^1118^*) vs *imd* mutant adult females, that were either mock-infected (grey bars and symbols) or infected by oral feeding with *P.e.* for 24 h (orange bars and symbols). Bars represent mean±SEM. Symbols represent individual data points, n = 4–6 per condition. *P < 0.05, 2-way ANOVA, followed by Student’s *t*-test.

What signaling pathways and transcriptional mechanisms, if not the Imd pathway, may lead to the upregulation of metabolic gene expression following infection? One possibility is the endocrine insulin/PI3K/TOR pathway. We previously showed that this pathway is induced upon enteric infection with *P.e.* independently of Imd signaling and we found that this induction was needed to promote lipid synthesis gene expression (Deshpande *et al.* 2022). Similarly, Charroux and Royet (2022) showed that infection induces an upregulation of SREBP in the fly fat body through insulin/PI3 kinase signaling. Thus, given that the insulin/P3K/TOR pathway is the one of the main regulators of organismal metabolism in flies, many of the increases in lipid, carbohydrate, and amino acid metabolism genes that we see maybe mediated through this pathway. Furthermore, since Imd signaling has been shown to negatively regulate insulin/PI3K signaling (Davoodi *et al.* 2019), this may also explain, in part, why the increased expression of metabolic genes is further exacerbated in *imd* mutants. It may seem paradoxical that insulin/PI3K/TOR signaling would induce both lipid synthesis and lipolysis genes. However, it is possible that these effects may be occurring in a cell- or tissue-specific manner. For example, activation of the PI3K/TOR pathway in oenocytes has been shown to reduce lipid levels in these cells, but then lead to an increase in lipid levels in fat body cells (Ghosh *et al.* 2020). PI3K and TOR signaling are known to exert tissue-specific effects on metabolism. Hence, future studies using tissue-specific genetic inhibition of PI3K/TOR signaling will be informative to establish if these signaling pathways mediate some of the infection-mediated changes in metabolic gene expression that we identified in our RNA-seq analyses, and to determine whether any of these changes are tissue-specific.

### Enteric infection downregulates the expression of many CNS and intestinal signaling pathways and transcription factors

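The 1658 genes called lower were expressed at lower levels than the 1247 called higher. Their median level, averaged over the libraries of both groups, was 83.1, against 585 for the genes called higher. When the tested genes were divided into 10 bins of mean level, 89.9% of the lower genes lay in the lower 5 bins, against 58.4% of the higher genes. The median share of the residual variance that came from the quantification was 29.7% for lower genes and 4.1% for higher genes, so the depth limited the precision of the lower genes more. With tests restricted to genes at a level of 50 or more, 1015 lower and 1021 higher genes were called, so the lower genes no longer outnumbered the higher genes.

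**Figure D2:**
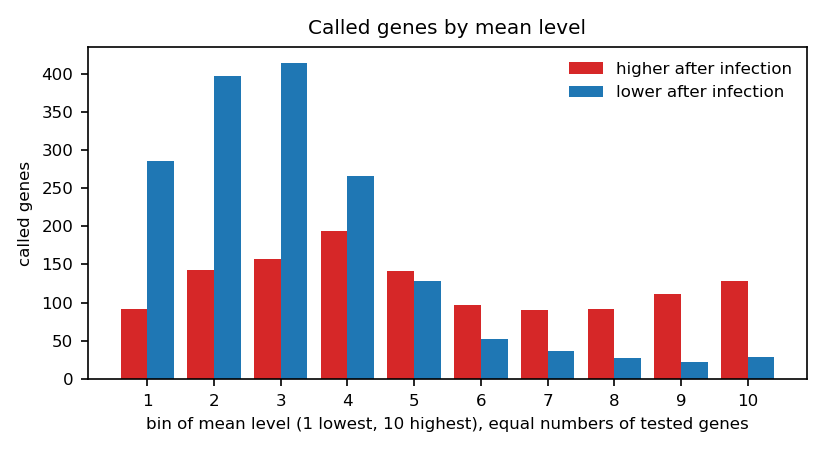
Number of genes called higher (red) and lower (blue) after infection (vertical axis) in 10 bins of mean level with nearly equal numbers of tested genes (horizontal axis, lowest level at 1). Lower genes outnumber higher genes in the 4 lowest bins, with 414 against 157 in bin 3, and higher genes outnumber lower genes in the upper 6.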

We saw that 1,602 transcripts showed reduced mRNA expression following infection (Fig. 1b). GO term and KEGG pathway analyses of these genes, interestingly, revealed enrichment in 2 broad classes of genes—transcription factors and cell–cell signaling pathways (Fig. 5, a and b). 

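Fig. 5c labels 106 transcription factor genes, and all 106 were found in the table and called lower by limma's moderated test. The paper picked them on the same libraries for their decrease, so their calls are not independent evidence. Their log2 fold changes in the authors' deposited table ran from -3.32 for rib to -0.59 for dysf, with a median of -1.09. Many lay near the thresholds, since 61 changed by more than 2-fold and 27 were called when tested directly against a 1.5-fold change. Among genes at a level of 50 or more, 50 of them were called.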

We found that ∼100 transcription factors showed reduced expression following infection (Fig. 5c). We used FlyAtlas2 (Leader *et al.* 2018) to explore where each of these transcription factors is normally expressed, and we saw that many of them show enriched expression either in the intestinal system (crop, midgut and/or hindgut) or the head and brain (head, eye, brain/CNS, and/or thoracicoabdominal ganglion) (Fig. 5c). 

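Among the transcription factors, the log2 fold change of rib (chromosome 2R, 19270078 to 19281396) was -3.32 in the authors' deposited table, with a standard error of 0.83 (limma adjusted p = 0.00549). The log2 fold changes of bap, Doc1 and grn were -1.63, -1.73 and -1.62 in the authors' deposited table, with standard errors of 0.31, 0.29 and 0.26 and limma adjusted p-values of 0.00112, 0.000400 and 0.000265. For sna the log2 fold change was -2.01 in the authors' deposited table (standard error 0.51, limma adjusted p = 0.00587). The change of tll, -1.87 in that table, was the least certain, with a standard error of 0.73 (limma adjusted p = 0.0488), and it did not pass 0.05 without moderation (adjusted p = 0.0828), without the trend (0.0592) or after centring (0.0507). All 6 were lowly expressed, with mock-infected levels from 20.2 for tll to 109 for rib. Together with sug and REPTOR-BP they are the 8 transcription factors that the text names as lower after infection, with a median log2 fold change of -1.68 in the authors' deposited table, against -0.89 to 0.37 for level-matched random lists (permutation adjusted p = 0.00130). Adjusted over the list alone all 8 were called lower, as over all genes, and neither these calls nor the median are independent evidence, because the paper chose the genes on the same libraries for their decrease.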

We also selected a few genes that showed strong changes in expression in the RNA-seq analysis and examined whether their downregulated expression was mediated through the Imd pathway by using qRT–PCR to compare infection-mediated changes in whole-body expression in control (*w^1118^*) vs *imd* mutants. We saw that for each of the 6 transcription factors that we examined (*bap, Doc1, tll, grn, rib*, and *sna*) mRNA expression levels were significantly reduced following infection, thus confirming the transcript changes that we saw in our RNA-seq analyses (Fig. 5d). We also saw that basal expression levels of each transcription factor were significantly lower in mock-infected *imd* mutants compared to controls, and that infection did not decrease these levels further (except for *sna*) (Fig. 5d). These results suggest that the infection-mediated decreases in expression of these transcription factors is not mediated through induction of Imd signaling, and instead Imd signaling is needed to maintain basal expression of these genes.

**Fig. 5.**
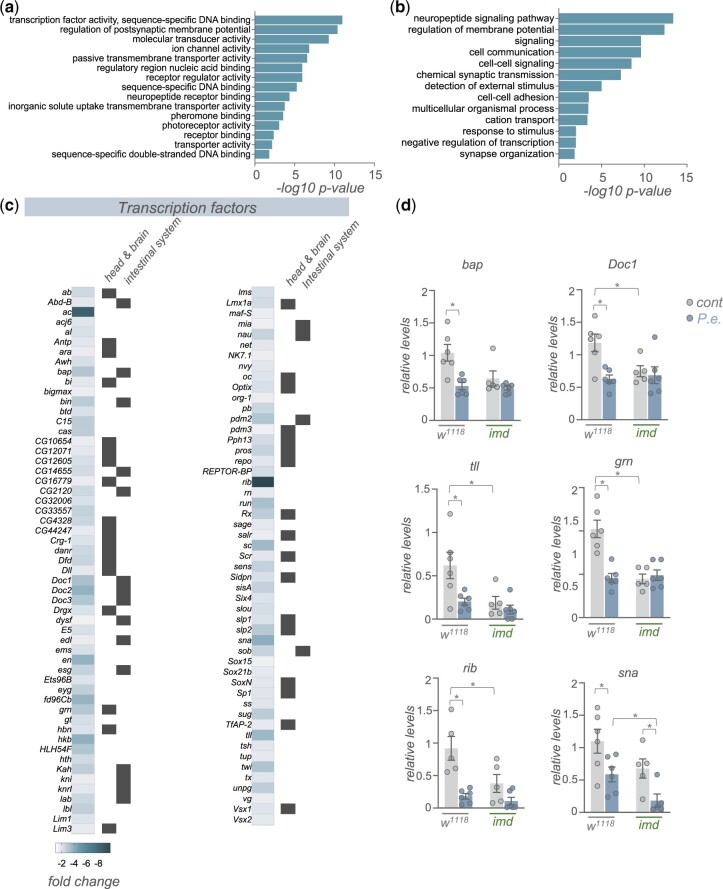
Enteric *P.e.* infection downregulates the expression of many transcription factor genes. a, b) GO analysis (a, biological process categories, b, molecular function categories) of genes showing >1.5-fold increase following enteric infections. c) Heatmap depicting the change in expression (Log2-fold change vs mock-infected flies) of transcription factor genes following enteric infection. Grey symbols show genes with strong enrichment in either the head/brain or intestinal system, based on expression levels from FlyAtlas2. d) qPCR analysis of selected transcription factor mRNA levels from control (*w^1118^*) vs *imd* mutant adult females, that were either mock-infected (grey bars and symbols) or infected by oral feeding with *P.e.* for 24 h (blue bars and symbols). Bars represent mean±SEM. Symbols represent individual data points, n = 4–6 per condition. * *P* < 0.05, 2-way ANOVA, followed by Student’s *t*-test.

Another large group of genes that showed reduced expression following infection are those involved in cell–cell signaling (Fig. 5, a and b). These include both cell surface receptors (Fig. 6a) and secreted peptide ligands (Fig. 6b). 

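Of the genes labelled in Fig. 6, 87 of 88 receptors and 56 of 58 ligands were called lower, and the others fell without passing the adjusted p threshold. These calls are not independent evidence, because the paper picked the labelled genes on the same libraries for their decrease. Their log2 fold changes in the authors' deposited table ran from -3.00 for Or45a to -0.60 for shakB among receptors, and from -2.76 for wntD to -0.59 for kek1 among ligands. The families recognised by symbol included 10 nicotinic acetylcholine receptor genes, 8 of them called lower, with a median log2 fold change of -1.06 in the authors' deposited table (permutation adjusted p = 0.00279). All 7 tested glutamate receptor genes of the GluR family were called lower, but their median of -1.07 in that table was not distinguishable from level-matched random lists (permutation adjusted p = 0.0639), although under 5 alternatives the adjusted p lay between 0.000320 and 0.114 and passed 0.05 in 3.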

In some cases (e.g. *AstA, Capa, FMRFa, Ms, Trissin, Tk*), we found expression of both the secreted factors and as well as their corresponding receptors were coordinately decreased, suggesting downregulation of signaling through pathways coupled to these ligand/receptor pairs. Also, as with the downregulated transcription factors, we found that most downregulated receptors and ligands showed enriched expression in the head/CNS and/or intestinal system as indicated by FlyAtlas2 expression profiles (Fig. 6, a and b). 

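The 6 named ligands were all called lower. The log2 fold changes in the authors' deposited table were -1.02 for AstA, -1.55 for Capa, -1.43 for FMRFa, -1.46 for Trissin and -1.01 for Tk, and the level of Ms in that table fell from 267 to 133. Their limma adjusted p-values were at most 0.00495, that of Tk. Of 9 receptors of these ligands, 6 were called lower, namely AstA-R2, CapaR, FMRFaR, MsR2, TrissinR and TkR99D, with log2 fold changes from -1.12 to -0.73 in that table. The weakest of them was AstA-R2 (standard error 0.28, limma adjusted p = 0.0422), which did not pass 0.05 without moderation of the variance (adjusted p = 0.0637). AstA-R1, MsR1 and TkR86C were not called, with log2 fold changes of -0.35, 0.08 and -0.77 in the authors' deposited table and limma adjusted p-values of 0.238, 0.773 and 0.0978. Each of the 6 ligands therefore had at least 1 receptor that was called lower. The same number of receptors, 6 of 9, was called lower when adjusted over the list alone. Their median in the authors' deposited table, -0.80, was not distinguishable from level-matched random lists (permutation adjusted p = 0.202, between 0.00390 and 0.214 over 5 alternatives).

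**Figure D3:**
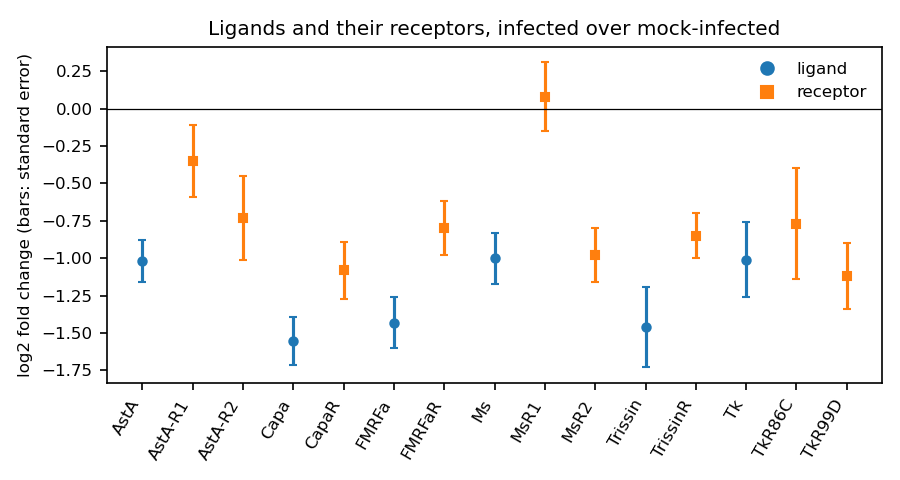
Log2 fold change, infected over mock-infected (vertical axis), of 6 ligands (blue circles) and their 9 receptors (orange squares), with bars of 1 moderated standard error. All 6 ligands lie below 0, and of the receptors MsR1 alone, at 0.08, lies above 0.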

We selected several of these signaling peptides (*Gpa2, hug, pdf, proc, FMRFa, trissin, wg*) that showed strong changes in expression in the RNA-seq analysis to examine whether the infection-mediated decrease in expression was dependent on the Imd signaling pathway. 

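In the authors' deposited table, the log2 fold changes of these peptides were -1.52 for Gpa2, -1.05 for Hug, -1.47 for Pdf, -1.51 for Proc and -1.46 for wg, and FMRFa and Trissin lay in the same range. All 7 were called lower, with limma adjusted p-values from 1.43e-05 for Pdf to 0.0159 for Hug. The standard errors ran from 0.16 for Pdf to 0.40 for wg, and no difference between the peptides was tested. Levels in mock-infected flies were lowest for Gpa2, at 22.6, where 73.4% of the residual variance came from the quantification.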

Using qRT–PCR analysis, we found that the whole-body expression of each of these genes was decreased following enteric infection with *P.e.*, consistent with our RNA-seq analyses (Fig. 7). For three of these genes (*Gpa2, hug*, *and pdf*) the expression levels in both the mock-infected and infected *imd* mutants were significantly lower than the control mock-infected flies, suggesting that the infection-mediated downregulation of these genes did not occur through increased Imd signaling (Fig. 7). However, for 2 genes (*proc* and *FMRFa*), both of which show strongly enriched neuronal expression, the infection-mediated decreases in mRNA expression were reversed in the *imd* mutants, suggesting that the suppression of these genes may be mediated through Imd signaling (Fig. 7). Indeed, Imd signaling has been shown to be induced in neurons through direct effects of peptidoglycan on the brain (Kurz *et al.* 2017).

**Fig. 6.**
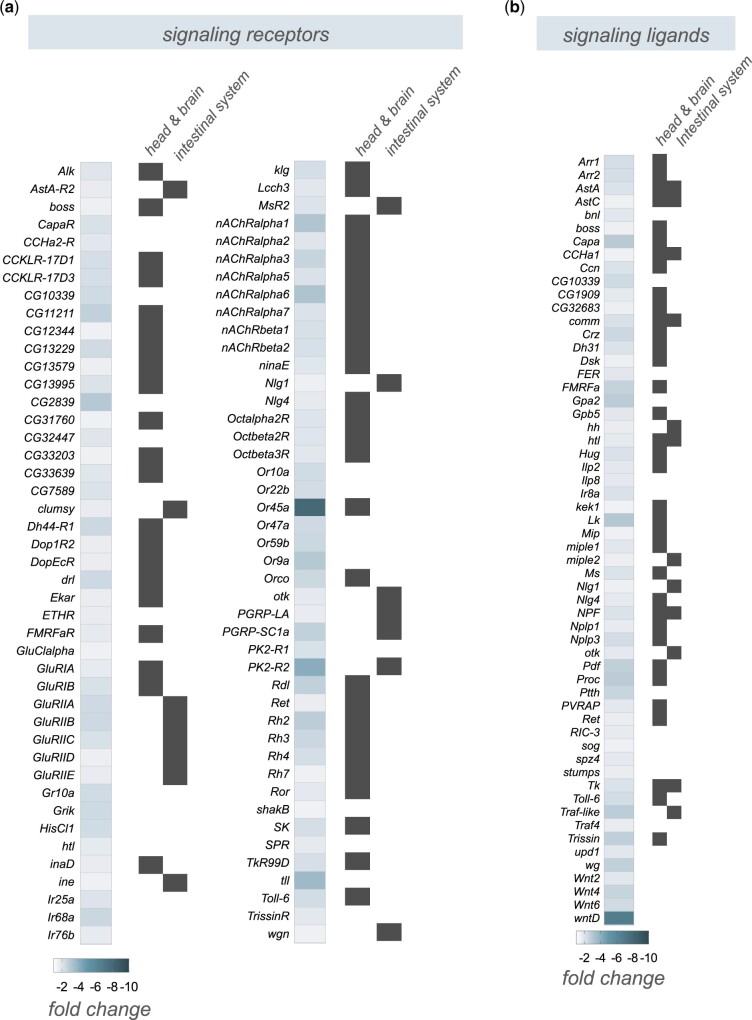
Enteric *P.e.* infection downregulates the expression of many signaling receptors and ligands that show brain- and intestine-enriched expression. a, b) Heatmap depicting the change in expression (Log2-fold change vs mock-infected flies) of (a) signaling receptors and (b) signaling ligands following enteric infection. Grey symbols show genes with strong enrichment in either the head/brain or intestinal system, based on expression levels from FlyAtlas2.

**Fig. 7.**
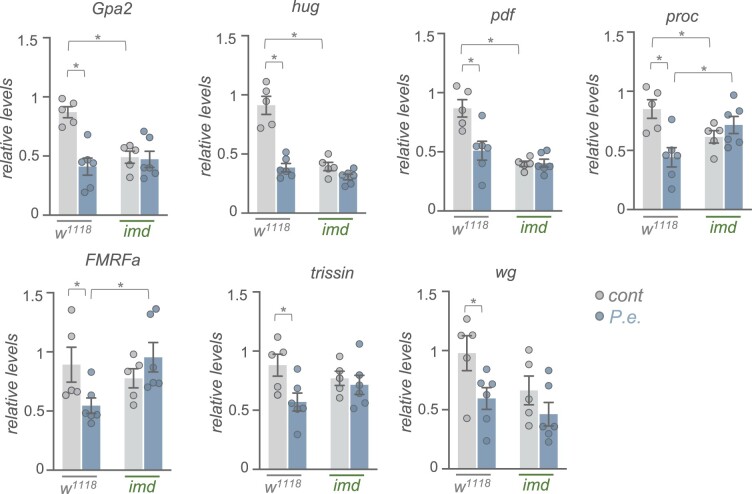
Enteric *P.e.* infection downregulates the expression of signaling molecules independently of Imd signaling. qPCR analysis of selected signaling molecule mRNA levels from control (*w^1118^*) vs *imd* mutant adult females, that were either mock-infected (grey bars and symbols) or infected by oral feeding with *P.e.* for 24 h (blue bars and symbols). Bars represent mean±SEM. Symbols represent individual data points, n = 4–6 per condition. *P < 0.05, 2-way ANOVA, followed by Student’s *t*-test.

Our RNA-seq results showed decreased expression of a broad range of transcription factors and cell–cell signaling molecules. Given that the normal tissue expression patterns of these genes from FlyAtlas show that most are enriched in the brain and/or intestine, we can speculate from our RNA-seq results that gut infection leads to: (1) a direct downregulation of transcription factor and signaling molecule expression within the intestine, and/or (2) an indirect, nonautonomous decrease in transcription factor and signaling molecule expression within the brain. The former scenario could reflect infection-induced alterations in gut-to-brain signaling. For example, several of the gut-enriched signaling peptides, such as *AstC, CCHa1, NPF*, and *Tk* are expressed in enteroendocrine (EE) cells, a population of secretory cells in the gut, and they have receptors in the brain, suggesting they may signal from the gut-to-brain to mediate changes in gene expression. Indeed, a direct gut-to-brain signaling role has been shown for *NPF, AstC*, and *Dh31* in the context of nutrient regulation of feeding and metabolism (Yoshinari *et al.* 2021; Kubrak *et al.* 2022; Lin *et al.* 2022). 

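NPF was called lower like Tk, with a log2 fold change of -1.03 in the authors' deposited table (standard error 0.29, limma adjusted p = 0.0110), as was Dh31, with -1.02 (standard error 0.12, limma adjusted p = 3.42e-05). AstC and CCHa1 fell by 0.63 and 0.61 on the log2 scale in that table, but with standard errors of 0.25 each their limma adjusted p-values were 0.0530 and 0.0602. Both were called by the authors' sleuth test, with q-values of 0.0486 and 0.0387 in the authors' deposited table. Of 16 ligands taken from the text, most of which it reports as lower after infection, 14 were called lower, and 16 when adjusted over the list alone. Neither these calls nor the median are independent evidence, because the paper chose most of the genes on the same libraries for their decrease. Their median log2 fold change in the authors' deposited table was -1.17, against -0.74 to 0.13 for level-matched random lists (permutation adjusted p = 0.00144).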

Interestingly, a recent paper showed that enteric infection with pathogenic bacteria, such as *P.e.*, led to an increase in EE cells (Liu *et al.* 2022), suggesting that the reduced levels of EE-expressed signaling peptides that we saw did not arise due to damage-induced loss of these cells. In the latter scenario, it is possible that the infection-mediated reductions in signaling molecules and transcription factors occur mostly or exclusively in the brain. In this case, infected intestines may signal to the brain to alter neuronal gene expression. For example, upon enteric bacterial infection, damaged gut epithelial cells have been shown to secrete the cytokine, Upd2, which signals to the brain to modulate glial gene expression (Cai *et al.* 2021).

Several of the changes in both transcription factor levels and intestinal and/or brain signaling could also explain the increases in metabolic gene expression that we observed. For example, both *sug* and *REPTOR-BP* (both of which we see are downregulated upon infection) have been shown to regulate the expression of both carbohydrate and lipid metabolic genes (Mattila *et al.* 2015; Tiebe *et al.* 2015). 

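The log2 fold change of sug was -1.51 in the authors' deposited table (standard error 0.23, limma adjusted p = 0.000208), and that of REPTOR-BP was -1.20 (standard error 0.13, limma adjusted p = 1.23e-05). Levels in the authors' deposited table fell from 737 in mock-infected to 259 in infected flies for sug and from 1220 to 531 for REPTOR-BP.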

Interestingly, *REPTOR-BP*-dependent transcription is negatively regulated by insulin/TOR signaling (Tiebe *et al.* 2015), which would be consistent with some of the changes in metabolic gene expression being mediated though upregulated insulin/PI3K/TOR signaling. Furthermore, several of the intestinal and neuronally expressed signaling molecules, such as *NPF* (Yoshinari *et al.* 2021), *Tk* (Song *et al.* 2014; Kamareddine, Robins, *et al.* 2018), *AstC* (Kubrak *et al.* 2022), and *Crz* (Kubrak *et al.* 2016), have been shown to alter whole-body metabolism (Zhou *et al.* 2020; Medina *et al.* 2022).

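Crz had a log2 fold change of -1.30 in the authors' deposited table (standard error 0.35, limma adjusted p = 0.00877). Its level in the authors' deposited table was 41.0 in mock-infected and 16.4 in infected flies, and 29.5% of its residual variance came from the quantification.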

One other possibility is that the changes in both intestinal and neuronal signaling molecules that we observed may mediate alterations in fly behavior upon infection. It is known that infected flies will alter their feeding behavior, often to avoid eating infected food (Soldano *et al.* 2016; Charroux *et al.* 2020; Cai *et al.* 2021), and they will alter their fecundity and egg-laying behavior (Masuzzo *et al.* 2019, 2020), perhaps to limit the energetically costly process of reproduction while fighting infection (Schwenke *et al.* 2016). Given that several of the neuropeptide signaling molecules and pathways that we see downregulated upon infection are known to affect both feeding and reproduction (Schoofs *et al.* 2017; Ameku *et al.* 2018; Nassel and Zandawala 2019; Hadjieconomou *et al.* 2020; Kim *et al.* 2021; Sadanandappa *et al.* 2021), it is possible that they may modulate either process to help promote infection tolerance. Thus, enteric infection-mediated changes in both gut-to-brain signaling and CNS signaling may be a general mechanism to coordinate multiple whole-body physiological and behavioral responses to infection.

One limitation of our study is that we used whole-body analysis of gene expression in our RNA-seq analyses. Future experiments using tissue-restricted mRNA measurements and genetic manipulations of gene function will be informative in defining whether any of the differentially expressed genes that we identified may be mediating tissue-specific effects on metabolism and physiology in infected flies. Another limitation of our work is that we examined gene expression changes upon infection only in females, and not in males. Interestingly, a recent study using a model of systemic bacterial infection in flies described sex differences in Imd signaling and AMP expression, but not metabolism upon infection (Vincent and Dionne 2021). Thus, it will be interesting to examine whether there are any sex differences in the enteric infection-mediated changes in gene expression and the modulation of these changes by Imd signaling that we see in females.

## Supplementary Material

jkac163_Supplemental_Table_1 Click here for additional data file.

jkac163_Supplemental_Table Click here for additional data file.

## Data Availability

The RNA-sequence data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE202578 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE202578). Supplemental material is available at G3 online.

# Supplementary material for: Enteric bacterial infection in Drosophila induces whole-body alterations in metabolic gene expression independently of the immune deficiency signaling pathway
**Source:** G3 (Bethesda). 2022 Jul 4;12(11):jkac163. doi: 10.1093/g3journal/jkac163
**Supplement:** jkac163_Supplemental_Table

**Supplemental Table 1.** Processed RNA-seq data.

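Supplemental Table 1 holds the sleuth statistics of the same comparison, with 1 line for each gene symbol. Its fold changes are natural logs of infected over mock-infected levels, so they are on a smaller scale than log2 values. Only its first part was read here, and 1997 of the gene symbols in it have the same name in the authors' deposited table, with fold changes that differ by at most 5e-06 once the sign is changed. Columns beside the fold change give its standard error, the mean level, and the variance split into the part from the quantification and the part beyond it.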

**Supplemental Table 2.** List of primers used in this study.

# Supplementary material for: Enteric bacterial infection in Drosophila induces whole-body alterations in metabolic gene expression independently of the immune deficiency signaling pathway
**Source:** G3 (Bethesda). 2022 Jul 4;12(11):jkac163. doi: 10.1093/g3journal/jkac163
**Supplement:** jkac163_Supplemental_Table

| Gene                                               | Forward primer           | Reverse primer           |
|----------------------------------------------------|--------------------------|--------------------------|
| Acetyl Coenzyme A synthetase (AcCoAS)              | CGTGGAGAGAAACCCCTGTA     | TTTCCTCCTCGACATGATCC     |
| Medium-chain acyl-CoA dehydrogenase (mcad)         | ACGGCTTCAACAGCGAGTAT     | ACCCTTAGCAGCCTCGTACA     |
| Acyl-Coenzyme A oxidase at 57D proximal (ACoX57Dp) | AAGGCCGGTGATTACTTGTG     | GGAGTCCATGGAGCAGGTAA     |
| Carnitine palmitoyltransferase 2 (CPT2)            | AACCTCGAAATCGACGATGC     | TCCGGACTTAGGCCATACTG     |
| Carnitine O-acetyltransferase (CG1041)             | GGCAGCAAGGAGAAGAATTG     | AGCACGTGAGTCCCTGAAGT     |
| Acyl-CoA synthetase long-chain (Acsl)              | CAAAGTCAAGTGGGTGCAGA     | CTGAATCAGTCCAAGCACA      |
| Apolpp (lpp)                                       | ATCGGCTCAACACAAAACC      | AGGCAAAAGCGATCTCAAAA     |
| ApoMtp (Mtp)                                       | GTGGGAAGCTTCGTGAAGAG     | AAAACGCGATACCATTGAG      |
| Brummer                                            | CAATAAGGGTCTGGCCAACTGGAT | TAAGTCCTCCACCATTACTCTGGC |
| Lipase 3                                           | GGAACCTCAGCTGGAACGAG     | GGCGGACTTGATCTTGTCTAT    |
| CG 5966                                            | CTCGCAGTGTCTTTCTTGT      | TGCTCCTGGTAATCCTCCTG     |
| Cecropin A                                         | TCTTCGTTTTTCGTGCTCTCA    | ATTCCTCAGTCCCTGGATTGTG   |
| Cecropin C                                         | TCATCCTGGCCATCAGCATT     | CGCAATTCCTCAGTCTCTGAAT   |
| LManIII                                            | GACTTGGGTTGGCTAAAAACGG   | CGACGTGAGTCCTTGCTCAG     |
| Mal-A4                                             | TTCAAAGACAGTGACGGAATGG   | TTTCAGAAAAGGAGACAGCCAG   |
| Mal-A7                                             | TTCAGCCGGAATACGGAACAC    | GTGATTGGGTACGAAATCCAGAA  |
| pepck1                                             | TGATCCCGAACGCACCATC      | CTCAGGGCGAAGCACTTCTT     |
| tobi                                               | GTGCGACTTAGGAGAGGTGAT    | GCTGTCAAAGTTGTGCAAGGT    |
| 5S rRNA                                            | ACGACCATACCACGCTGAAT     | AGCGGTCCCCCATCTAAGTA     |
| Gnmt                                               | GATGCAAGCGTGTCTAGAC      | CTCAATGACCCACTTATCGAAGG  |
| hgo                                                | AAGTACCTCTCGGGTTTTGGG    | GCATAGAGTTTGTATGGGCACAC  |
| Hpd                                                | ATTCTGTGAGATTCGCTACCATC  | GGCAATCCGTTTAGAAGGACATC  |
| Sardh                                              | CGCCGTGGAATCAGCAAAC      | TGATACAGTGTGTGACAGCCC    |
| Faa                                                | AGTGCCAGAGAACAGCGATT     | GTCCAGGACATGCTCTCAA      |
| argl                                               | GAGCTGTTGCGATTTCGATTGG   | CGCCGGTAATCTCCACCAG      |
| arg                                                | GGTGAAACTCATGCTCGTGGA    | ACACCAGGGACAAATTCGGC     |
| pug                                                | GACCTTGGTGGTTTCTGCT      | GTTGCGGGTCTTTGAGTGG      |
| bap                                                | GGCAACCAGCAACTATCTG      | CAATTTGCGCTGCATGTAGTC    |
| Doc1                                               | GAGACGGAGTTCGTAGCTGTC    | GACTCGCGGAAACCCTTAGC     |
| grn                                                | TGGCCTGTACTACAAATGAACG   | TGTGGTTGTGGTCTTGCAGTT    |
| rib                                                | GTGGACGATGAACAGTTCCAG    | GCAATCTCGAAGCCCTTCACT    |
| sna                                                | ATGGCCGCCAACTACAAAAG     | GCAAACGTGAGTCCTTGGTC     |
| tll                                                | TCGGAGGGTTCACCAGACAT     | GCACATGGTATAGAATGCGACT   |
| FMRFa                                              | CATGCACTTCGGCAAGAGG      | GCCATACCGATCCATAGCTGC    |
| Gpa2                                               | CCAATCTCAACAGTTGCCGAG    | GCCAAGCGTCCTTTCCCAT      |
| Hug                                                | CGCCACTGACCTATTACCTGC    | CGTCCAGTAGTCGCCAGGA      |
| Pdf                                                | GCTCGCTACACGTACCTTGTG    | ACGTTGTTGAACCAGTCGAGG    |
| Trissin                                            | GCTCACTTCAGATCATCTTGC    | TGCGAAGGTAGTTAAAGCAGC    |
| wg                                                 | CCAAGTCGAGGGCAAACAGAA    | TGGATCGCTGGGTCCATGTA     |
| Proc                                               | TTGGTTTGGATGACGGTGCT     | CTGTTGTGGTCCCTCATTGC     |

Supplemental Table 1. List of primers used in this study

How the deposited data were processed for this re-analysis (not part of the article)

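RNA was sequenced from 6 P.e.-infected and 6 mock-infected libraries of 5 whole adult females each. According to the paper, the authors mapped the reads with kallisto to the RefSeq transcripts of Release 6 and compared the groups with sleuth; versions of these programs are not given in the sources used here. The authors deposited natural log fold changes of mock-infected over infected levels, mean natural log levels, p-values and q-values of sleuth's Wald test, and variances on the squared natural log scale. The 2 deposited tables were identical, and the gene table was used. There are 0 columns of single libraries, so the depth per library, outlying libraries and pairing could not be examined.

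Before use, the meaning of the columns was checked. The total variance was rebuilt from the fold change and the residual variance with 6 libraries in each group, with a largest gap of 5.1e-07. The standard error was rebuilt in the same way, with a largest gap of 1.3e-07. The lowest group mean, -0.693, equals the natural log of the offset of 0.5 that sleuth adds. The first 1999 of 16911 lines of Supplementary Table 1 were read, and 1997 of them have the same name there and the same fold changes with the opposite sign.

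The fold change was converted to log2 of infected over mock-infected. Its residual variance, with 10 degrees of freedom, was moderated with limma 3.58.1 in R 4.3.3 with a trend on the mean level, which added 3.08 prior degrees of freedom. P-values are two-sided and adjusted by the Benjamini-Hochberg method over 11561 tested genes, and a gene was called at more than 1.5-fold and an adjusted p below 0.05. Count-based tests were not possible without counts. The share of the residual variance that the bootstraps account for can exceed 100%, because sleuth's estimate of the remaining variance can be negative. In data simulated from the deposited means and variances of the 11561 genes for the comparison of P.e.-infected with mock-infected libraries, 184 of 200 changed genes were called in the right direction and 3 unchanged genes were called.

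Gene lists were the genes that the paper's text and primer table name as measured in this study, with the receptors of the named ligands, families recognised by symbol, and marker lists for early zygotic, pan-neuronal, photoreceptor, testis, ribosome biogenesis, larval and germline genes. The families were set with the tests. The marker lists were drawn up later, after the strongest fold changes and the gene names in the figures had been read, but before the values of their own genes were. After that, genes that are not chorion or glutamate receptor genes were removed from those families by symbol, before the values of the lists were computed. In the list of TAG lipases and beta-oxidation genes, CG3961, which only a figure names, was removed and CRAT, which the primer table gives as CG1041, was added after the values had been seen. The named transcription factors and ligands are those the paper's text reports as lower, with Dh31, which it names from an earlier study; Relish, SREBP, Upd2 and Upd3, also named from earlier studies, were not included. The 39 lists with at least 3 tested genes were compared with 10000 random lists matched on mean level in 20 bins, with two-sided permutation p-values across genes, which are not independent replicates. Of 20 simulated lists shifted by 0.5 on the log2 scale, 18 were found at p below 0.05 in the comparison of P.e.-infected with mock-infected libraries over 11561 genes, against 2 of 40 unchanged lists. Gene labels in Figs. 1c, 2c, 3, 5c and 6 were only tallied.

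The genes that could be named were those the text and primer table name, the 5 highest and 5 lowest called genes at a level of at least 10, the called family member with the largest change, members called against their family, and labelled genes that were not called. The first 1999 lines of Supplementary Table 1 were at hand when this rule was written, and the topmost of them had been looked at. Gene symbols were matched to the RefSeq genes of Release 6 by symbol for 10853 tested genes and by a synonym for 643, and 65 matched neither, among them fragments of symbols that need not be single genes. Alternatives changed the test, the moderation, the fold and adjusted p thresholds, the minimum level, the centring and the background of the lists. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for the lists and figures.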

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

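The tests on germline genes, on their difference from the chorion genes and on the spread of the chorion genes were chosen after the result was seen.

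Lsp2, a larval serum protein gene that the paper's text and figures do not name, had the highest fold change of all tested genes, a log2 fold change of 13.67 in the authors' deposited table (standard error 0.34, limma adjusted p = 2.86e-11). Its mock-infected level of 2.87 lies near the floor, so the size of the change is imprecise, while its infected level was 43878. Bacterial biomass as food is a candidate explanation, and it predicted a rise of ribosome biogenesis genes. Their median log2 fold change was -0.31, below the range of -0.06 to 0.35 of level-matched random lists (permutation adjusted p = 0.000520, between 0.000520 and 0.239 over 5 alternatives), so the predicted rise was not seen. The most abundant of these 15 genes, Nop60B, had levels of 39760 in mock-infected and 31595 in infected flies; other effects of food were not tested. Larval RNA in the infected libraries is a candidate technical source. Of 13 larval genes 4 had a test, with a median log2 fold change of 2.26 (permutation adjusted p = 0.00130), and 3 of these belong to other lists as well. Lsp1beta rose by 6.74, from 5.88 in mock-infected to 682 in infected flies, and Fbp1 by 4.46, from 2.10 to 56.6. Lsp1gamma, the most abundant of the 4 in mock-infected flies only, changed by 0.06, from 96.7 to 101. Lcp1 changed by -0.26, from 9.72 to 8.05. With few genes that went different ways, larval RNA and a change in the adult cannot be told apart. Infected flies were also the only ones fed bacteria, so infection and feeding are confounded, for this gene and for all others. For that reason the missing rise of ribosome biogenesis genes does not exclude food.

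CG34166, which the paper does not name either, had a log2 fold change of 8.38 in the authors' deposited table (standard error 0.27, limma adjusted p = 2.7e-10), with levels of 63.8 in mock-infected and 21417 in infected flies. Neither a technical nor a biological explanation was tested for it.

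All 3 yolk protein genes were called higher, with a median log2 fold change of 3.25, and so were 14 of 15 chorion and vitelline membrane genes, with a median of 1.37 (permutation adjusted p = 0.000279 each). All 15 chorion and vitelline membrane genes were called higher when adjusted over the list alone. The paper does not discuss these families. More ovary RNA in the infected females is a candidate explanation. Of 10 germline genes, 9 had positive values, but 1 was called, and their median of 0.33 lay inside the range of -0.19 to 0.36 of the random lists (adjusted p = 0.104, between 0.0335 and 0.126 over 5 alternatives). The most abundant of them, CycB, had levels of 98493 and 115635. A uniform rise of ovary RNA would raise both lists alike, but the median of the chorion genes lay above that of the germline genes by 1.04 (permutation p = 0.000970, adjusted p = 0.00339 over 7 comparisons of lists), which argues against it as the whole cause. A change in the stages of egg chambers, or of the yolk and chorion genes themselves, was not tested and stays open, as does how much RNA of the germline genes comes from other tissues. The chorion genes had a median residual standard deviation of 0.49 on the log2 scale, against 0.11 to 0.25 for random lists (permutation adjusted p = 0.000333 over 10 lists).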

How the results depend on the processing

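All alternatives reported here were planned, and none was added after its result was seen. The topmost lines of Supplementary Table 1 had, however, been looked at before the rule on named genes was written. The marker lists were drawn up later, and the list of TAG lipases and beta-oxidation genes was changed after its values had been seen.

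The numbers of called genes stayed within 1.5 times the main counts of 1247 higher and 1658 lower genes under the authors' sleuth test, without moderation or trend, with robust moderation, with sleuth's smoothed variance as a minimum, at a level of 10 or more, at an adjusted p below 0.01, after centring, with genes of identical statistics counted once, and with the second table, which is identical to the first and so tests nothing. They moved further in these cases. With no fold threshold, 2925 genes were higher and 2814 lower. A 2-fold threshold left 654 and 863, and a test against a 1.5-fold change left 442 and 438. A threshold of log2(1.5) on the natural-log fold change left 791 higher genes. At a level of 50 or more, 1015 genes were lower and 1021 higher, so that the excess of lower genes was lost. These changes follow from the thresholds themselves and from fewer genes being tested.

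The labelled genes of Figs. 5c, 6a and 6b called lower numbered 106, 87 and 56. They numbered 61, 45 and 28 with a 2-fold threshold and 27, 21 and 15 in a test against a 1.5-fold change. At a level of 50 or more they numbered 50 and 57 for Figs. 5c and 6a, and with a threshold of log2(1.5) on the natural-log fold change 37 for Fig. 6b. Among the panels of higher genes, a 2-fold threshold left 7 of 11 beta-oxidation genes and 3 of 12 genes of Fig. 3a. The test against a 1.5-fold change left 10 of 23 other immune genes, 6 of 13 TAG lipases, 7 beta-oxidation genes and 4 genes of Fig. 3a. At a level of 50 or more 7 TAG lipases were called, and with log2(1.5) on the natural-log fold change 6 genes of Fig. 3a. Stricter thresholds and fewer tested genes account for these numbers as well.

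No list median that passed its threshold changed direction under the 5 list alternatives. One of these, centring, shifts a list and its random lists alike, so it cannot change a permutation p-value. Receptors of the named ligands, with a median of -0.80, had an adjusted p of 0.00390 with random lists not matched on level and 0.0159 with limma's cameraPR at a correlation of 0.01, and up to 0.214 elsewhere. The peptidoglycan recognition proteins, with a median of 0.16, had 0.0127 with cameraPR at 0.01 and up to 0.291 elsewhere. The Turandot genes, with a median of 2.24, had 0.208 and 0.287 with cameraPR at 0.01 and 0.1, and as low as 0.000557 elsewhere. The Nimrod genes, with a median of 1.08, had 0.0831 at 0.1 and as low as 0.000390 elsewhere. The Npc1 and Npc2 genes, with a median of 0.44, had 0.0868 and 0.212 with cameraPR, and as low as 0.0411 elsewhere. The cause was not tested. Both correlations were preset, since limma's fry or an estimated correlation needs the values of each library.

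With a 2-fold threshold, 78.1% of the higher and 91.9% of the lower genes lay in the lower 5 level bins, and the cause was not tested. Among genes at a level of 10 or more, the quantification gave a median of 25.3% of the residual variance of lower genes, since the lowest genes were left out. For 128 named genes under 4 settings, leaving out the identical second table, 505 values kept their side of the threshold, 4 lost it and 3 gained it. Among named genes changed by less than 1.5-fold, the adjusted p of Acox57D-p rose above 0.05 without moderation and also without the trend, and that of Npc2b without moderation (0.0511, against 0.0308).

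The depth limits low genes most. In the lowest level bin a median of 73.6% of the residual variance came from the quantification, and in the highest 0.8%. Of the genes called lower 66 had a group at a level below 3, and of those called higher 39, so the size of their fold change is imprecise.

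No paired analysis was possible because the tables hold no values of single libraries. For the same reason a replicate block and DESeq2 were not run, and other splits of the libraries could not be made, so chance differences between the groups were examined only through the moderated test.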

Differences from the paper's values

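No test in this part was chosen after its result was seen.

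The numbers of higher and lower genes and of transcription factors were each within 1.5 times the paper's values. The paper's 1233 higher genes stand beside 1247 here, its 1602 lower genes beside 1658, and its 100 transcription factors, given as approximate, beside 106 labelled genes called lower. The paper's number of higher genes equals the 1233 that its own sleuth q-values give in the authors' deposited table, while they give 1601 lower genes. The authors' own sleuth test calls 106 of the labelled transcription factors lower. Without moderation, and with sleuth's smoothed variance as a minimum, 100 each are called. As the paper's number is approximate, this match does not tell how it was reached.

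Of 387 genes labelled in the figures, 383 were called in the direction shown and 4 were not called, all 4 with the sign shown. The figures show genes picked from the same libraries, and the same fold changes were used here. The signs therefore could not differ, and the tally is not independent evidence. The paper shows bmm as increased, and its log2 fold change in the authors' deposited table was 0.44, smaller than 1.5-fold; it was called only with no fold threshold. Fig. 6 shows Rh7, AstC and CCHa1 as decreased. Their log2 fold changes in the authors' deposited table were -0.62, -0.63 and -0.61, with limma adjusted p-values of 0.0659, 0.0530 and 0.0602. The sleuth test calls all 3, with q-values of 0.0476, 0.0486 and 0.0387 in the authors' deposited table, and AstC was also called with sleuth's smoothed variance as a minimum (adjusted p = 0.0469).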

Other observations

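The tests of residual spread, of differences between lists, and of the share of the 10 highest genes were chosen after results had been seen, the last in place of a test on the median gene whose outcome normalization fixes.

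Ligand and receptor genes fell after infection, and a smaller share of nervous system RNA in the infected libraries is a candidate explanation for part of this. Of 20 pan-neuronal genes, none labelled in a figure or held by another list, 18 had negative values and 12 were called lower, with a median log2 fold change of -0.70. Of 10 photoreceptor genes, 9 had negative values and 6 were called lower, with a median of -0.77. Both medians lay outside level-matched random lists (permutation adjusted p = 0.000279 each, at most 0.00240 and 0.00387 over 5 alternatives). The most abundant pan-neuronal gene, unc-13, rose by 0.48, from 5418 to 7581, and the most abundant photoreceptor gene, norpA, changed by -0.30, from 7669 to 6239, so the lists did not move as 1 unit. The named receptors did not differ detectably from the pan-neuronal genes, with a difference of medians of -0.10 (permutation p = 0.426, adjusted p = 0.497 over 7 comparisons). The named ligands lay lower than the pan-neuronal genes, with a difference of -0.47 (permutation p = 0.0120, adjusted p = 0.0210), as did the named transcription factors, with -0.97 (permutation p = 5e-05, adjusted p = 0.000350), although the paper chose most of these genes on the same libraries for their decrease, which alone can put them lower. Against the photoreceptor genes the differences were -0.03 for receptors, -0.40 for ligands and -0.90 for transcription factors (permutation adjusted p = 0.765, 0.0567 and 0.0171), so that of the ligands did not pass 0.05. These comparisons shuffled genes between the lists compared, without matching on level. Median mock-infected levels were 168 for ligands and 58.1 for transcription factors, against 1087 for pan-neuronal and 2737 for photoreceptor genes. All tested genes had medians of -0.37 in the lower 3 of 10 level bins and 0.05 in the upper 7. Level can therefore account for part of these differences. The 10 highest genes took 7.8% of the summed levels in infected and 4.9% in mock-infected flies. Alone, this would change the share of all other genes by -0.04 on the log2 scale. A few genes taking most of the counts is therefore argued against as the cause. The levels were already normalized between libraries, so even this small shift need not remain in the fold changes. Whether neuronal transcripts fell within the tissue, or the share of the tissue in whole-body RNA fell, stays open.

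Transcription factor and patterning genes fell too. Less embryonic RNA in the infected females is a candidate explanation, and it predicted a fall of early zygotic genes beyond random lists. This was not seen: the median log2 fold change of 19 such genes, none labelled in a figure, was -0.67, inside the range of -0.73 to 0.10 (permutation adjusted p = 0.104, between 0.000244 and 0.531 over 5 alternatives). Values were negative for 14 and positive for 5, with 1 gene called in each direction. The most abundant, sim, rose by 1.13, from 628 to 1377. The panels of transcription factors, receptors and ligands label genes picked for their decrease. The list was drawn up after those labels had been read and holds none of them. Early zygotic genes that fell can therefore be missing from it, so the result does not count against embryonic RNA. The early zygotic genes had a median residual standard deviation of 1.41 on the log2 scale, against 0.33 to 0.59 for random lists (permutation p = 0.0001, the smallest that 10000 draws can give, adjusted p = 0.000333 over 10 lists). Embryos carried by some females and not by others may account for such a spread, but the spread holds no direction, and that of the named transcription factors, 0.54, lay inside its random range of 0.30 to 0.61. The moderated standard errors of these transcription factors ran from 0.13 for REPTOR-BP to 0.83 for rib, so their median spread does not speak for each gene. Embryonic RNA and a change in adult tissue therefore cannot be told apart. A background of unexpressed genes was to be examined with testis genes, but 4 of 24 had a test, with a median of 0.08 (permutation adjusted p = 0.640), too few to decide; the most abundant, twe, had levels of 4152 and 4571.

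Genes called lower lie at lower levels than genes called higher. Noise of low counts would move low genes both ways alike, but the median log2 fold change was -0.37 in the lower 3 of 10 level bins and 0.05 in the upper 7, which argues against noise as the whole cause. No biological explanation was tested for it.

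The antimicrobial peptide genes had a median residual standard deviation of 1.05 on the log2 scale, against 0.22 to 0.43 for random lists (permutation adjusted p = 0.000333). Noise of low counts is argued against, since a median of 4.7% of their residual variance came from the quantification. The residual pools both groups, so which group varies is unknown, and unequal infection between groups of flies was not tested. Of the other lists compared in this way, the glucose metabolism genes also lay above random lists, with 0.27 against 0.11 to 0.26 (permutation adjusted p = 0.0462), whereas the ligands (0.45), amino acid metabolism genes (0.32), pan-neuronal genes (0.21), photoreceptor genes (0.19) and germline genes (0.14) did not pass 0.05.

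Other families gave these median log2 fold changes and permutation adjusted p-values. The 83 ribosomal protein genes had -0.35 (0.000279, and 0.126 with cameraPR at a correlation of 0.1), the 28 odorant binding proteins -0.79 (0.000279, up to 0.239 over the alternatives) with 7 called higher and 15 lower, and the 6 Wnt genes -1.31 (0.0132, up to 0.0975). The 17 odorant receptors had -1.02 (0.0318), but -0.45 (0.747) at a level of 10 or more. The 6 rhodopsins had -0.95 (0.0122), and the 80 Cyp genes 0.04 (0.0251, up to 0.921), with 20 called higher and 12 lower. The 3 tested Lsp genes had 6.74 (0.000279), carried by Lsp2 and Lsp1beta. Not distinguishable from random lists were the 12 gustatory receptors at 0.24 (0.0639, up to 0.973 over the alternatives), the 20 ionotropic receptors at -0.57 (0.305, between 0.00130 and 0.993), 30 Jonah and trypsin proteases at -0.03 (0.851, between 0.311 and 0.944), 35 Gst genes at 0.11 (0.0891, up to 0.449) and 34 cuticle genes at -0.37 (0.468, as low as 0.000886). The ionotropic receptors and the cuticle genes passed 0.05 only against random lists not matched on level. The median of the gustatory receptors changed sign under an alternative, to -0.05. Adjusted over the list alone, the lower calls numbered 1 for ribosomal proteins against 3, 1 for gustatory receptors against 2, 13 for Cyp genes against 12 and 9 for cuticle genes against 10, and the higher calls of odorant binding proteins 8 against 7.

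The deposited table has 16911 entries, each counted here as 1 gene. No symbol holds a parenthesis, and 6 had been turned into dates, so genes named in these ways are not found by their symbols. Of the tested symbols 5 (E, Su, c, l and su, looked for after the values had been seen) equal the part before the parenthesis of several RefSeq symbols, 49 of them for l and 47 for Su, and 1 of the 5, l, was called lower. Whether such an entry pools several genes was not tested, so some entries need not be single genes.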
